# Elevated miR-499 Levels Blunt the Cardiac Stress Response

**DOI:** 10.1371/journal.pone.0019481

**Published:** 2011-05-09

**Authors:** Joseph T. C. Shieh, Yu Huang, Jacqueline Gilmore, Deepak Srivastava

## Abstract

**Background:**

The heart responds to myriad stresses by well-described transcriptional responses that involve long-term changes in gene expression as well as more immediate, transient adaptations. MicroRNAs quantitatively regulate mRNAs and thus may affect the cardiac transcriptional output and cardiac function. Here we investigate miR-499, a microRNA embedded within a ventricular-specific myosin heavy chain gene, which is expressed in heart and skeletal muscle.

**Methodology/Principal Findings:**

We assessed miR-499 expression in human tissue to confirm its potential relevance to human cardiac gene regulation. Using a transgenic mouse model, we found that elevated miR-499 levels caused cellular hypertrophy and cardiac dysfunction in a dose-dependent manner. Global gene expression profiling revealed altered levels of the immediate early stress response genes (*Egr1*, *Egr2* and *Fos*), ß-myosin heavy chain (*Myh7*), and skeletal muscle actin (*Acta1*). We verified the effect of miR-499 on the immediate early response genes by miR-499 gain- and loss-of-function in vitro. Consistent with a role for miR-499 in blunting the response to cardiac stress, asymptomatic miR-499-expressing mice had an impaired response to pressure overload and accentuated cardiac dysfunction.

**Conclusions:**

Elevated miR-499 levels affect cardiac gene expression and predispose to cardiac stress-induced dysfunction. miR-499 may titrate the cardiac response to stress in part by regulating the immediate early gene response.

## Introduction

Heart failure affects over five million individuals in the United States and is characterized by progressive cardiac dysfunction. Such cardiomyopathies are characterized by significant changes in gene expression [1]–[7], many of which represent adaptive or maladaptive responses to stress. The immediate early gene response is activated rapidly upon cardiac stress and in a number of models of cardiac failure [8]. These genes are rapidly upregulated in response to environmental stimuli [9]–[11] and include the early growth response gene *Egr1* and the protooncogene *Fos*, both of which are involved in the cardiac stress response [12]–[14]. The induction of these genes is dependent upon serum response factor (SRF) and mediates further changes in gene expression, including regulation of sarcomeric and hypertrophic genes [15], [16].

MicroRNAs are small non-coding RNAs that play an important role in gene regulation. Each of the over 650 known human microRNAs likely regulates hundreds of mRNAs and thus has the potential to affect many biologic processes, although the effect on rapid transcriptional responses has not been extensively studied. Some microRNAs are expressed ubiquitously while others display tissue-specific expression patterns, suggesting unique functions within tissues. Several microRNAs, including miR-1, miR-133, miR-206 and miR-208 [17]–[29], are found in cardiac and/or skeletal muscle, and each has a potentially distinct regulatory function. Furthermore, many microRNAs reside within introns of coding genes, suggesting that their function may have co-evolved with their host gene [30], [31].

In screening for microRNAs enriched in the human heart, we identified an abundant microRNA, miR-499, which has been the subject of several recent studies. Global microRNA expression profiling studies have identified miR-499 in the heart [32]–[35], however its function is just beginning to be elucidated. miR-499 is an evolutionarily conserved muscle-specific microRNA that is encoded within the intron of myosin heavy chain 7B (*Myh7B*) and is highly enriched in the cardiac ventricles. miR-499 plays a role in myosin gene regulation [36]–[38], however the functional effects of altered microRNA dosage may depend on the tissue's physiologic state. Furthermore, microRNA levels vary in many cardiac disease states [30], [39]–[41], and in cardiac samples from individuals with aortic stenosis leading to pressure-overload and heart failure, miR-499 levels are altered [40]. In this study we show that elevated levels of miR-499 in hearts of transgenic mice result in cardiomyocyte hypertrophy and stress-dependent cardiac dysfunction. Furthermore, we found miR-499 alters the immediate early gene response to cardiac stress, which may partially contribute to the effects of elevated miR-499.

## Results

### miR-499 is expressed in human heart and skeletal muscle

To identify microRNAs that are enriched in the human heart, we compared the expression of microRNAs in human fetal heart and fetal liver using microRNA microarrays. miR-499 was among the top cardiac-enriched microRNAs (**Fig. 1A** **, Table S1**), along with the well-studied microRNAs, miR-1 and miR-133. miR-499 is distinct from miR-1 and miR-133 in that it is encoded in only one genomic locus. By genomic sequence alignment, miR-499 is completely conserved throughout evolution with the exception of a single nucleotide change in chicken (**Fig. 1B**). We verified that the predicted human miR-499 genomic region encoded the microRNA by cloning the pre-miR-499 region, expressing it in cell culture, and performing Northern blot analysis (**Fig. 1C**). To determine the tissue-specificity of miR-499, we surveyed various human tissue types by Northern blot; miR-499 was detected only in the heart and in skeletal muscle (**Fig. 1D**) in agreement with what has been reported in mice [36], [37]. *In silico* analysis revealed that miR-499 was located in an intron of the human myosin heavy chain gene, *MYH7B* (**Fig. 1E**), analogous to the arrangement in *Myh7B* in mice.

**Figure 1:**
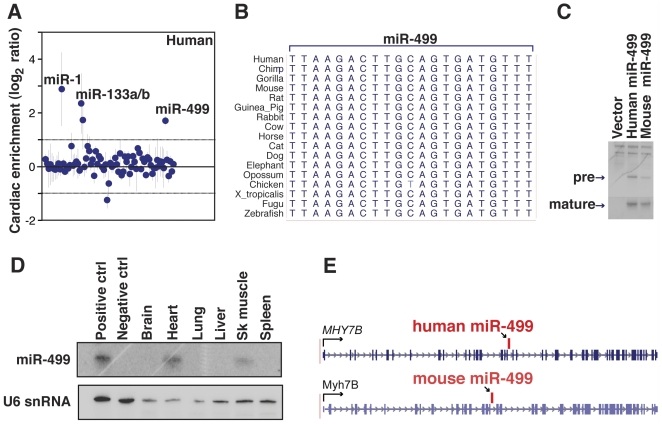
Human miR-499 is a conserved muscle-specific microRNA. (A) microRNA expression in human fetal heart compared to liver. Positive log_2_ ratio values indicate cardiac enrichment. n = 3 independent RNA samples per group, dots with vertical line indicate mean ± standard deviation for each microRNA. (B) Alignment of genomic sequences corresponding to mature miR-499 in multiple species. (C) Northern blot with a miR-499 specific probe with RNA from 293T cells transfected with the genomic sequence surrounding the human or mouse miR-499 locus. Pre-miR and mature microRNA bands are visible. (D) Mature miR-499 was expressed in human heart and skeletal muscle as detected by Northern blot; U6 small nuclear RNA was probed as a loading control. RNA from miR-499 transfected 293T cells or control vector-transfected cells was used as positive or negative controls (ctrl). (E) Genomic organization of miR-499 in the myosin heavy chain gene of human *MYH7B* or mouse *Myh7b* adapted from the UCSC genome browser. The conserved intronic location of miR-499 is indicated between exons 20 and 21 in humans and exons 19 and 20 in mouse; arrows indicate the direction of transcription.

### Elevated miR-499 levels are associated with cardiac hypertrophy *in vivo*

We hypothesized that miR-499 expression may be playing an important role in cardiac gene regulation given its expression pattern, its evolutionary conservation, and its decrement in pressure-overload conditions such as human aortic stenosis [40]. To determine the consequence of persistent miR-499 expression in pressure-overload stress, we first generated transgenic mice with increased levels of miR-499 in the heart by expressing miR-499 under control of the cardiac, alpha-myosin heavy chain (Myh6) promoter, as it confers increasing postnatal ventricular cardiomyocyte expression [42]–[44]. We established two transgenic lines, which varied in degree of miR-499 expression compared to littermate controls (**Fig. 2A**). Mice expressing lower levels of miR-499 (line #17 or TG-17) appeared normal under basal conditions (n = 20). Transgenic mice expressing higher levels of miR-499 (line #9 or TG-9) developed enlarged hearts (n = 16) as demonstrated by gross pathology at 5 weeks of life (**Fig. 2B**). The higher expressing miR-499 transgenic mice (TG-9) had larger hearts (**Fig. 2C**) and increased heart-to-body weight ratios compared to littermate controls (**Fig. 2D**), while the brain-to-body weight ratios were similar. Echocardiography demonstrated decreased fractional shortening in TG-9 mice indicating contractile dysfunction (**Fig. 2E** **,** **Table 1**).

**Figure 2:**
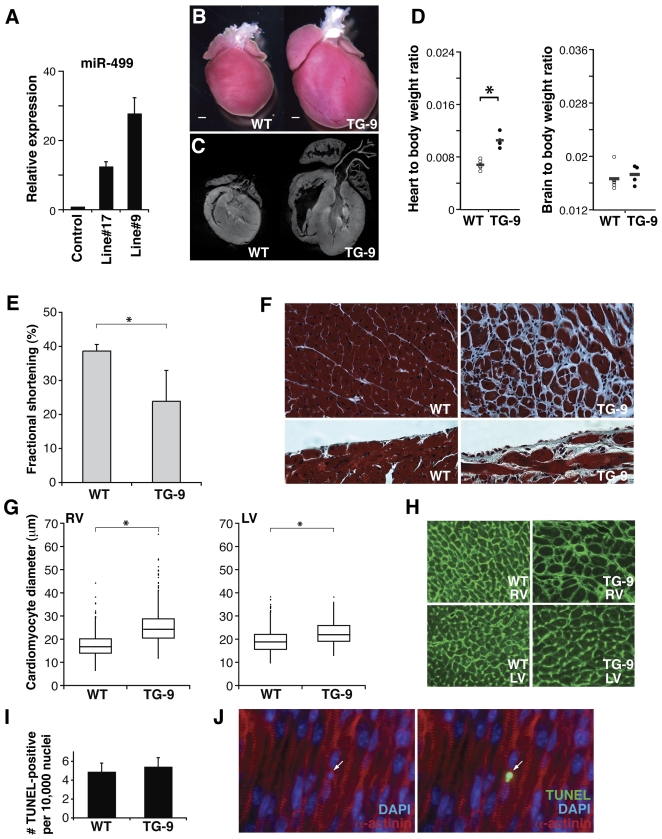
Characterization of hypertrophy phenotype in miR-499 transgenic mice. (A) Cardiac miR-499 expression levels (mean ± standard deviation) in transgenic mouse lines compared to littermate controls. (B) Hearts from miR-499 transgenic mice (line #9, TG-9) were larger than those from littermate controls (6 weeks of age), n = 16 mice per group. (C) Coronal optical tomography section of miR-499 TG-9 heart demonstrated chamber enlargement compared to control. (D) Heart-to-body weight ratios of miR-499 transgenic (TG-9) or littermate control (WT) mice. Brain-to-body weight ratios are also shown. Data from individual mice are plotted as dots with the mean indicated by a horizontal bar. *P = 0.0002. (E) Fractional shortening measured by echocardiography of WT or TG-9 mice. *P = 0.00047, n = 8 mice for WT, 4 for TG. (F) Histological section of heart revealing area of fibrosis in TG-9 hearts compared to WT as shown by Masson trichrome staining in myocardium (upper panels) or beneath the endocardial surface (lower panels); magnification 400×. (G) Quantification of cardiomyocyte size from TG-9 mice compared to WT mice (RV, right ventricle, and LV, left ventricle, both *P<0.05; box plots depicts size distribution of over 300 cells per heart in each of two mice per group). (H) Wheat germ agglutinin (WGA) staining; magnification 200×. (I) TG-9 and WT heart demonstrated similar levels of apoptosis, n = 3 mice per group; representative stained histologic section (J) demonstrated the alpha-actinin staining (red) and DAPI-stained nuclei (blue) overlaid with TUNEL-positive nuclei (green, right panel).

**Table 1:** Echo Assessment of miR-499 Transgenic Mice.

	WT	TG-9	P value	WT	TG-17	P value	WT†	TG-17†	P value	WT TAB‡	TG-17 TAB‡	P value
%FS	38.63±1.95	23.88±9.06	**0.00047** *	40.67±0.88	37.42±4.82	0.31	39.7±4.16	36.3±4.13	0.34	30.9±2.29	19.9±4.10	**0.00079** *
LVEDD	3.85±0.18	4.18±1.06	0.37	3.71±0.23	3.83±0.09	0.38	3.79±0.41	3.81±0.11	0.95	3.74±0.08	4.18±0.27	**0.0095** *
LVESD	2.37±0.17	3.24±1.21	**0.047** *	2.20±0.14	2.40±0.24	0.26	2.29±0.37	2.43±0.21	0.57	2.58±0.09	3.35±0.38	**0.0023** *
LVPWd	0.72±0.05	0.76±0.11	0.43	0.72±0.08	0.68±0.03	0.42	0.79±0.07	0.81±0.04	0.66	1.08±0.03	1.05±0.04	0.26
LVPWs	1.20±0.07	1.00±0.15	**0.0054** *	1.19±0.06	1.12±0.08	0.25	1.31±0.06	1.26±0.09	0.44	1.46±0.09	1.23±0.11	**0.0078** *

Measurements of left ventricle (LV) in mm ± standard deviation, LVEDD, end-diastolic dimension; LVESD, end-systolic dimension; LVPWd, posterior wall diastole; LVPWs, posterior wall systole. n = 8 for WT, 4 for TG-9, 3–5 for TG-17. P values calculated using student's T-test.

† Second assessment 5 weeks later.

‡ TAB 3.5 mo after thoracic aortic banding.

*P<0.05.

On histopathological analysis, we found extensive cellular hypertrophy and patchy interstitial fibrosis in TG-9 hearts (**Fig. 2F**) (n = 4). To assess the degree of hypertrophy, we quantified cardiomyocyte cross-sectional area after staining cardiac sections using wheat germ agglutinin (WGA). TG-9 hearts displayed a marked increase in cardiomyocyte size indicating cellular hypertrophy (**Fig. 2G and 2H**). There was no increase in TUNEL-positive/alpha-actinin-positive cells in TG-9 mice at 1 week (**Fig. 2I and J**) or 7 weeks of age, suggesting that cardiomyocyte apoptosis was not a primary contributor to the phenotype.

A second line of miR-499 transgenic mice, expressing relatively lower levels of miR-499 (line #17, TG-17), had hearts that appeared unremarkable under basal conditions (**Fig. 3A**). The ratio of the heart-to-body weights was similar in transgenic and control mice (**Fig. 3B**), and echocardiographic evaluation of cardiac function in TG-17 mice trended lower, although the results were not statistically significant, at least under basal conditions (**Fig. 3C** **,** **Table 1**). However, WGA-staining of TG-17 hearts revealed a mild but significant increase in cardiomyocyte size (**Fig. 3D and E**), indicating mild cellular hypertrophy.

**Figure 3:**
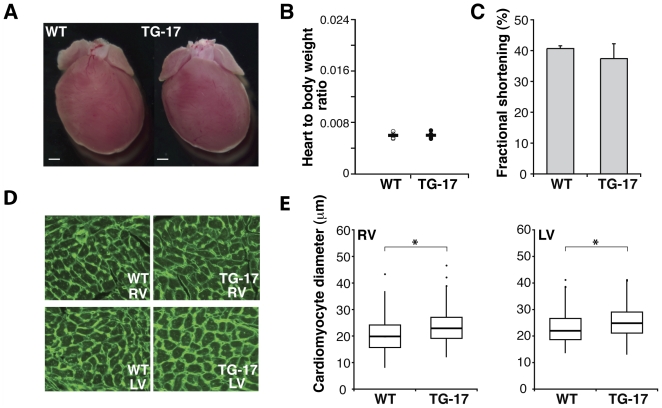
Modest levels of miR-499 expression results in mild hypertrophy. (A) Gross appearance of hearts from miR-499 transgenic mice (line #17, TG-17) and littermate controls (WT) was similar. (B) Heart-to-body weight ratios in TG-17 and WT, n = 4–6 mice per group. (C) Fractional shortening of WT or TG-17 mice by echocardiography. (D) WGA staining of histological sections of hearts from TG-17 and WT mice; magnification 200×. (E) Quantification of cardiomyocyte size revealed an increase in TG-17 (RV and LV both *P<0.05).

### miR-499 targeting of Sox6

Given the baseline hypertrophy in miR-499-transgenic mice, we hypothesized that miR-499 expression may alter genes important in this cellular program, either directly or indirectly. Initially, we examined genes predicted to be targets of miR-499 using a targeted approach. From a survey of microRNA target prediction programs including MiRanda, TargetScan, and Mirtarget, Sox6 emerged as an attractive candidate, given three potential miR-499 binding sites and potential roles for Sox6 in muscle and heart [36]–[38], [45], [46]. We verified that Sox6 was an *in vitro* target of miR-499 by cloning the Sox6 3′-UTR and then tested for microRNA repression by luciferase assays. We transfected increasing amounts of miR-499 into 293T cells in culture and found dose-dependent inhibition of the Sox6 UTR-luciferase construct, however another cardiac microRNA, miR-133, had no effect regardless of the dose (**Fig. 4A**). Surprisingly, Sox6 protein levels were not diminished in transgenic mice, however the myosin heavy chain classically involved in hypertrophy, ß-myosin heavy chain (ß-MyHC), was markedly increased (**Fig. 4B**). This was accompanied by an increase in the corresponding *Myh7* (ß-MyHC) transcript, while Sox6 mRNA was unaltered, similar to its protein levels (**Fig. 4C**).

**Figure 4:**
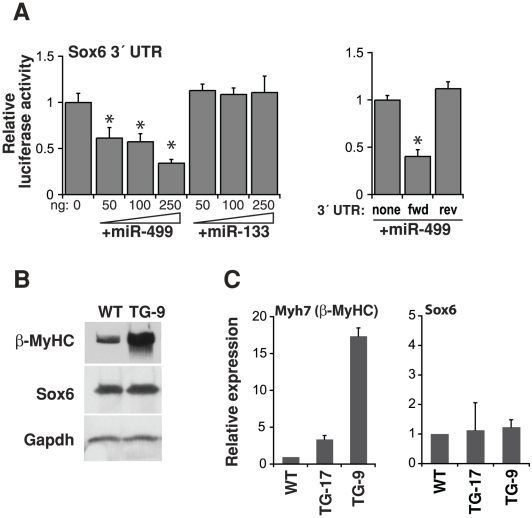
miR-499 targeting of Sox6. (A) The 3′UTR of Sox6 was placed downstream of a luciferase reporter construct and tested for repression by miR-499 in 293T cells. Sox6 3′UTR-mediated repression increased as amounts of miR-499 was increased; this was not observed with miR-133 or when the UTR orientation was reversed, n = 3–4 transfections per condition, *P<0.05. (B) Western blots indicate protein levels in TG-9 or WT hearts using antibodies against Sox6, ß-myosin heavy chain (ß-MyHC), or Gapdh. Results are representative of three hearts each. (C) Cardiac expression of ß-myosin heavy chain (ß-MyHC) or Sox6 mRNA transcripts in TG lines and WT mice by qPCR, n = 3.

### A distinctive pattern of cardiac gene regulation mediated by miR-499

We investigated miR-499-dependent changes in cardiac gene expression by comparing global gene expression in miR-499-transgenic mice and littermate controls. To avoid changes secondary to heart failure, we used the miR-499 transgenic line (TG-17) that did not display overt cardiac dysfunction. 

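Gene expression was measured in the ventricles of 3 TG-17 mice, which carry miR-499 under the Myh6 promoter active in heart muscle cells, and of 3 wild-type littermates at postnatal day 17, with 1 Affymetrix mouse gene ST array per mouse. The sample labels give the genotype of each mouse, and the line comes from the paper. The deposited values are log2 values per probe set, summarised and normalized between arrays by the authors with RMA, and the version of RMA is not given in the sources used here. The table holds 35556 probe sets. Of these, 21789 are paired with 1 gene and 1621 with several genes in the annotation used here, and the other 12146 are unnamed here. The median log2 value of an array was 6.93 to 6.95 in the WT mice and 6.89 to 6.91 in the TG-17 mice. Across probe sets, which are not independent replicates, Pearson's r between arrays was 0.992 to 0.993 within WT, 0.992 to 0.994 within TG-17 and 0.990 to 0.992 between the groups. The groups were compared with limma, the package that the paper names, on all probe sets in the table. A transcript was taken as changed at B above 0, the less stringent cut-off of the paper, with an assumed share of changed probe sets of 0.01. Adjusted p values are from limma with the Benjamini-Hochberg correction over all probe sets. The choice of probe sets that enter the test can move these numbers, since the spread of a probe set is estimated in part from all others, and the number of arrays limits the precision.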

RNA was prepared from the ventricles of postnatal day 17 miR-499 transgenic mice or littermate controls, and gene expression was compared by microarray analysis (**Fig. 5A**). When we analyzed for differentially expressed genes, 0.03% of the transcripts (nine transcripts of the 28,853 interrogated) were dysregulated when we used a stringent cut-off (P value<0.05, Benjamini-Hochberg correction for false-discovery rate), whereas a less stringent cut-off demonstrated that 0.5% of the transcripts (172 transcripts of the 28,853 interrogated) were significantly altered (Bayes log odds of differential expression B>0). 

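At B above 0, 130 probe sets differed between TG-17 and WT ventricles, of which 55 were higher and 75 were lower in TG-17. Beside miR-499 and the hypertrophy genes, the largest rises among named genes at B above 0 were in Alcam, a cell adhesion molecule, at 1.89-fold, Lgi1 at 1.55-fold and Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1, at 1.53-fold. Ugp2, which makes UDP-glucose for glycogen synthesis, rose 1.44-fold, and Mypn, a Z-disc protein, rose 1.41-fold. Among the named genes that fell, Ly75, a receptor of dendritic cells, was 1.62-fold lower and Flvcr2 was 1.52-fold lower. Wif1, a secreted inhibitor of Wnt signaling, was 1.50-fold lower and Cysltr2, a leukotriene receptor, was 1.49-fold lower. Cysltr2 was dim, with a log2 value of 4.45 in WT and 3.88 in TG-17. The Y-linked genes Eif2s3y, Uty and Kdm5d lay at 3.39 to 5.07, so the size of the Cysltr2 fall is uncertain. The atrial myosin light chains Myl4 and Myl7 fell by 0.66 and 0.64 on the log2 scale (standard errors 0.10 and 0.097). At an adjusted p under 0.05 from limma, 2 probe sets passed, those of miR-499 and of Alcam (adjusted p = 0.0457). Of the 130 probe sets, 76 belong to the 23410 probe sets listed in the annotation. When only these were tested, 156 passed B above 0 and 6 passed the adjusted p, the latter being miR-499, Alcam, Acta1, Flvcr2, Wif1 and Dbt. With 1 mouse left out, 0 or 1 passed the adjusted p and 29 to 112 passed B above 0, with 56 and 37 without WT replicates 1 and 2 and 29 and 51 without TG-17 replicates 2 and 3.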

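The mouse miR-499 gene, Mir499, lies within Myh7b, a myosin heavy chain gene. Its probe set had a log2 value of 9.17 ± 0.26 (SD, n = 3) in TG-17 and 5.50 ± 0.17 (SD, n = 3) in WT ventricles. This was a 12.7-fold rise, or 3.67 on the log2 scale (standard error 0.15, adjusted p = 0.00772 from limma). Its host gene Myh7b had a log2 fold change of 0.22 (standard error 0.083, adjusted p = 0.299 from limma), and the neighboring genes Trpc4ap, Gss and Acss2 did not pass the test either. Of the other microRNA genes expressed in muscle, Mir133a-1 had a log2 fold change of 0.35 (standard error 0.075) and passed only when adjusted over the list alone, and Mir208a had a log2 fold change of -0.027 (standard error 0.17). Mir1a-1 had a larger log2 fold change of 0.50 (standard error 0.15) and Mir1a-2 one of 0.22 (standard error 0.19), and neither passed. Without miR-499, the mean fold at B above 0 was 1.56 for the higher and 1.43 for the lower probe sets. The largest folds among these were 3.38 and 2.17, both from probe sets unnamed here, and among named genes 1.95 for the natriuretic peptide gene Nppb and 1.88 for Fos. The largest rise was 6.45-fold without WT replicate 3 and 6.16-fold without TG-17 replicate 1, and the largest fall was -3.53 fold without TG-17 replicate 3. With 1 mouse left out the miR-499 fold was 12.0 to 14.1, and its adjusted p was 0.0742 to 0.134 in each case but that without TG-17 replicate 3 (adjusted p = 0.00888 from limma).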

The average fold change was 1.43 for upregulated genes and −1.37 for downregulated genes with a range of 2.51 to −2.53 fold. miR-499 levels were increased 12.6-fold, in agreement with our microRNA qPCR results.

**Figure 5:**
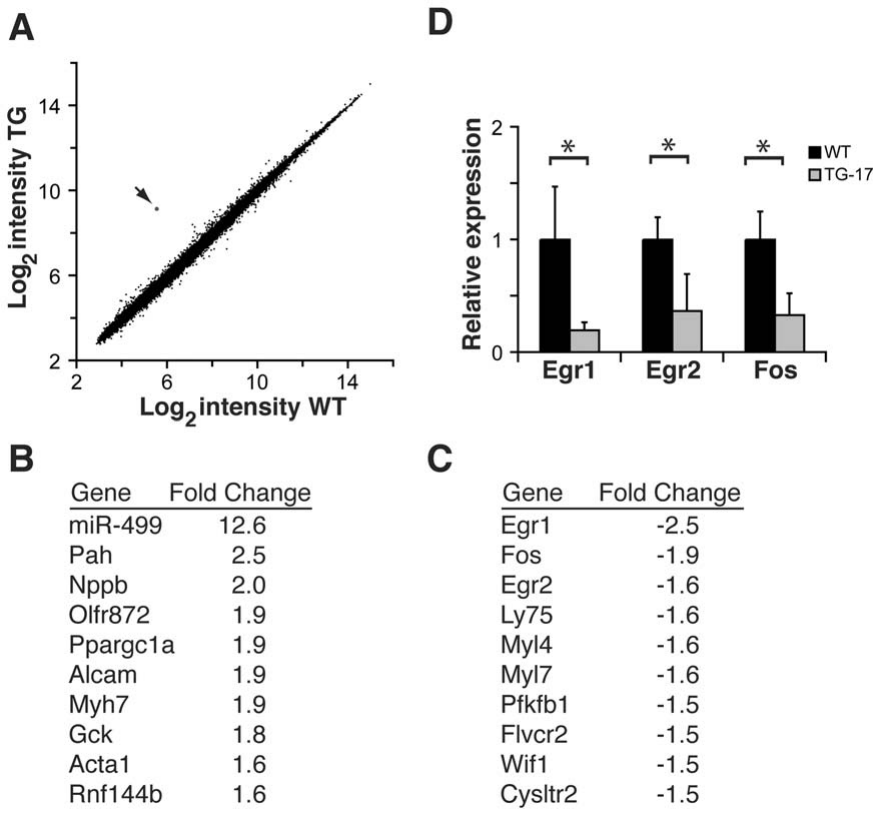
Altered cardiac transcripts from global analysis of miR-499 TG hearts. (A) Expression microarray results depicting average log_2_ intensity of gene expression from post-natal day 17 WT hearts (x-axis) versus TG-17 hearts (y-axis). Each dot represents a single transcript from three miR-499 transgenic mice and three littermate controls. The dot indicated in red (arrow) represents miR-499 expression. (B) and (C) Gene expression alterations in miR-499 mice (top ten up- and downregulated genes). Egr1 and Fos were the most downregulated transcripts. Full expression data have been deposited in NCBI GEO. (D) qPCR validation of microarray results regarding the immediate early response gene transcripts Egr1, Egr2, and Fos. *P<0.05, n = 3 hearts per group with samples assessed in triplicate. Bars indicate mean with 95% confidence interval.

Transcripts such as *natriuretic peptide precursor type B* (*Nppb*), *ß-myosin heavy chain* (*Myh7*), and *alpha 1 skeletal muscle actin* (*Acta1*), genes that are known to be upregulated in hypertrophy, were increased 2.0, 1.9, and 1.6 fold, respectively (**Fig. 5B**). 

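Nppb, which encodes B-type natriuretic peptide, had a log2 value of 11.44 ± 0.18 (SD, n = 3) in TG-17 and 10.47 ± 0.22 (SD, n = 3) in WT ventricles, a 1.95-fold rise (log2 standard error 0.14, B of 0.60). Myh7, the slow myosin heavy chain of the fetal ventricle, rose from 9.16 ± 0.22 to 10.08 ± 0.080 (SD, n = 3 each), or 1.89-fold (log2 standard error 0.12, B of 1.08). Acta1, the skeletal muscle actin, rose from 12.15 ± 0.027 to 12.83 ± 0.063 (SD, n = 3 each), or 1.60-fold (log2 standard error 0.055, B of 2.82). For each gene the 3 TG-17 values lay above the 3 WT values. The adjusted p from limma was 0.205 for Nppb, 0.200 for Myh7 and 0.0785 for Acta1. With 1 mouse left out Acta1 passed B above 0 in each case, Myh7 did not pass without TG-17 replicate 1, 2 or 3, and Nppb did not pass without WT replicate 1 or 2 or TG-17 replicate 2 or 3. In mm9, Table S2 of the paper places Nppb on chromosome 4 from 147360008 to 147361311, Myh7 on chromosome 14 from 55589525 to 55613386 and Acta1 on chromosome 8 from 126415667 to 126418651.

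**Figure D1:**
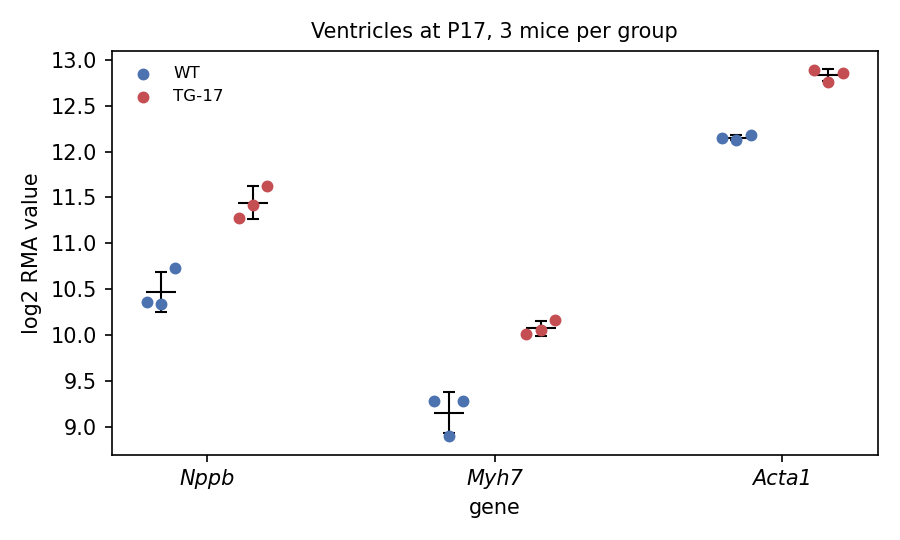
Log2 RMA values of Nppb, Myh7 and Acta1 in the ventricles of 3 WT (blue) and 3 TG-17 (red) mice. Each point is 1 mouse, the horizontal bar is the group mean and the whiskers are 1 SD. The TG-17 points lie above the WT points for each of the 3 genes.

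Of 18 measured hypertrophy marker genes, 3 rose, none fell and 15 did not pass at B above 0, the 3 being those named by the paper. Adjusted over the list alone, 8 were higher and none was lower and at an unadjusted p under 0.05 from limma 10 were higher and 1 was lower. The cardiac ankyrin repeat gene Ankrd1 was among the 8 (log2 fold change 0.44, standard error 0.076). The lower one, named after its value was seen, was the atrial natriuretic peptide gene Nppa (log2 fold change -0.22, standard error 0.087). Of 46 genes of the sarcomere and Z-disc, 3 rose (Acta1, Myh7 and Cavin4), 2 fell and 41 did not pass. The 2 that fell were the atrial light chains Myl4 and Myl7. When adjusted over the atrial list alone, 5 atrial markers were lower, these included, and 1 was higher. The higher one was Pam, named after its value was seen. When adjusted over the sarcomere list alone, 8 genes were higher and 2 lower. Mypn, which rose, is not in this list. Both lists were shifted upwards against all other genes by limma's camera test with a preset correlation of 0.01 (adjusted p = 4.6e-06 for the hypertrophy markers and 2.92e-06 for the sarcomere list), but not with an estimated correlation (adjusted p = 0.500 for each). Both lists hold genes that the paper names from these arrays, so these tests are not independent of it. Myh6, the adult myosin heavy chain of the ventricle, had a log2 fold change of 0.032 (standard error 0.049). From the rises of Nppb, Myh7 and Acta1 in normally functioning hearts, the paper proposes that miR-499 brings about gene expression changes that favor hypertrophy.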

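Sox6, a transcription factor that represses slow myosin genes in muscle, had a log2 value of 8.43 ± 0.038 (SD, n = 3) in TG-17 and 8.40 ± 0.052 (SD, n = 3) in WT ventricles. Its log2 fold change was 0.027 (standard error 0.054, adjusted p = 0.830 from limma), and its values overlapped between the groups. Of 11 published target candidates of miR-499 measured on the array, Sox6 included, none rose or fell at B above 0 and 1 passed an unadjusted p under 0.05 from limma. The programmed cell death gene Pdcd4 had a log2 fold change of -0.20 (standard error 0.10) and the mitochondrial fission gene Dnm1l of -0.082 (standard error 0.046). Neither passed the test. When adjusted over the list alone, Purb, a repressor of Myh7 transcription, was higher (log2 fold change 0.28, standard error 0.054), while its other, dimmer probe set had a log2 fold change of -0.013 (standard error 0.052). For Sp3, the brighter probe set, which was the one counted, had a log2 fold change of 0.10 (standard error 0.077). Its dimmer probe set was lower, at -0.21 (standard error 0.084, unadjusted p = 0.0446 from limma). The list as a whole had no shift by limma's camera test (adjusted p = 0.204). The arrays measure mRNA, so protein levels of these genes are not covered.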

*Sox6*, which was a target for miR-499 in luciferase assays, was not altered in transgenic mice (1.0 fold, not significant). We noted that the most downregulated transcripts were the immediate early response genes, *early growth response 1* (*Egr1*) (−2.5 fold, the most downregulated transcript in the entire array) and *FBJ osteoscarcoma oncogene* (*Fos*) (−1.9 fold, the second most downregulated transcript) (**Fig. 5C**). 

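Egr1, a zinc finger transcription factor, had a log2 value of 7.27 ± 0.087 (SD, n = 3) in TG-17 and 8.61 ± 0.55 (SD, n = 3) in WT ventricles. The log2 fold change of Egr1 was -1.33 (standard error 0.26), or 2.52-fold lower, and its B was -0.82 (adjusted p = 0.224 from limma). The WT values of Egr1 were 9.07, 8.74 and 8.01, and the TG-17 values 7.35, 7.29 and 7.18. Fos, a subunit of the AP-1 transcription factor, fell by 0.91 on the log2 scale (standard error 0.13), or 1.88-fold, from 8.64 ± 0.26 to 7.73 ± 0.085 (SD, n = 3 each), with a B of 0.49 (adjusted p = 0.205 from limma). Egr1 passed B above 0 when only probe sets listed in the annotation were tested (B of 0.35) and without WT replicate 3, the lowest WT value. In mm9, Table S2 of the paper places Egr1 on chromosome 18 from 35019477 to 35024635.

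**Figure D2:**
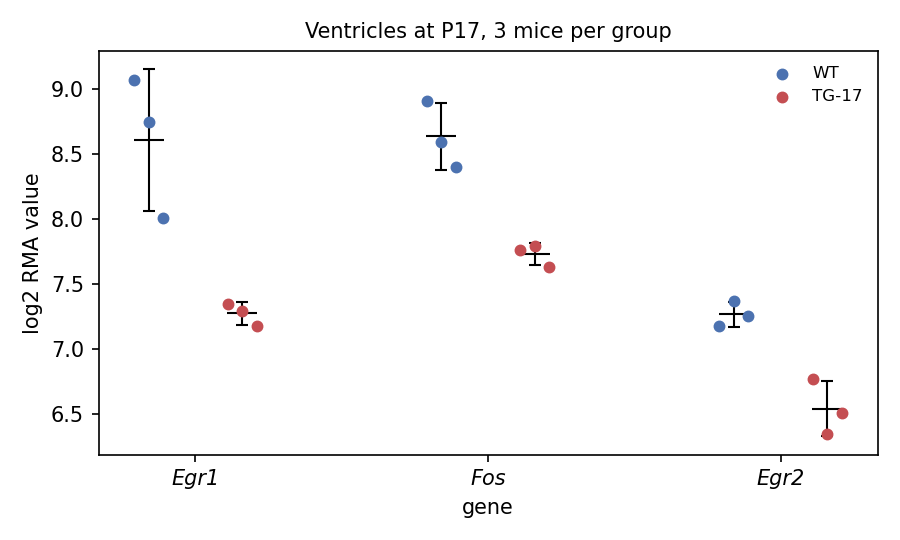
Log2 RMA values of Egr1, Fos and Egr2 in the ventricles of 3 WT (blue) and 3 TG-17 (red) mice. Each point is 1 mouse, the horizontal bar is the group mean and the whiskers are 1 SD. The TG-17 points lie below the WT points for each of the 3 genes, and the WT points of Egr1 spread from 8.01 to 9.07.

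Of 41 immediate early genes, none rose, 2 fell (Fos and Egr2) and 39 did not pass at B above 0, and at an unadjusted p under 0.05 from limma 8 were higher and 11 lower. When adjusted over the list alone, 5 were lower, namely Fos, Egr2, Egr1, the nuclear receptor gene Nr4a2 (log2 fold change -0.34, standard error 0.056) and the antiproliferative gene Btg2 (log2 fold change -0.41, standard error 0.083), and Klf10 was higher (log2 fold change 0.30, standard error 0.071). Btg2 and Klf10 were named after their values were seen. Of all 41 genes 20 had higher and 21 lower means in TG-17, and the list as a whole had no shift by limma's camera test (adjusted p = 0.733). Its median log2 fold change of -0.067 lay at percentile 0.05 of 10000 random lists matched on mean value. Without Egr1, Fos and Egr2 the median of the 38 other genes was 0.058, at percentile 98.6.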

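Egr2, a zinc finger protein related to Egr1, fell by 0.72 on the log2 scale (standard error 0.12), or 1.65-fold. Its log2 value was 6.54 ± 0.21 (SD, n = 3) in TG-17 and 7.27 ± 0.098 (SD, n = 3) in WT ventricles, and its B was 0.051 (adjusted p = 0.205 from limma). Of the probe sets listed in the annotation, ordered by log2 fold change, Egr1 was at rank 1 from the bottom, Fos at rank 3 and Egr2 at rank 7. Srf, which drives transcription of immediate early genes, had a log2 fold change of 0.10 (standard error 0.057, adjusted p = 0.432 from limma). The Egr1 repressors Nab1 and Nab2 had log2 fold changes of 0.041 (standard error 0.056) and -0.062 (standard error 0.10) and did not pass the test. With 1 mouse left out, the log2 fold change of Egr2 was -0.84 to -0.63 and that of Fos -1.02 to -0.77. Egr2 then passed B above 0 only without TG-17 replicate 1, and Fos only without WT replicate 1 or 3. Over all alternative settings Egr2 passed in 6 of 15 and Fos in 11 of 16.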

*Egr2*, an immediate early gene with an unknown role in the heart, was diminished −1.6 fold, and was also among the ten most downregulated transcripts. As the immediate early genes may be involved in the response to stress, we validated the reduced *Egr1*, *Egr2*, and *Fos* levels using qPCR, which further suggested dysregulation (**Fig. 5D**).

### The Immediate Early Gene Response is Altered by miR-499 Levels

We reasoned that the immediate early response genes may be playing a role in the hypertrophic phenotype for several reasons: 1) the immediate early response genes are rapidly altered in response to cardiac stress [8], [47], [48]; 2) perturbation of the immediate early response alters cardiac hypertrophy [49], [50]; and 3) immediate early genes are typically SRF-dependent, and the cardiac abnormalities in the miR-499 transgenic partially resembled that of mice where SRF was temporally deleted [51]. First, to examine the miR-499:immediate early gene relationship independent of the potential complexity of the *in vivo* transgenic system, we tested whether the immediate early gene response was altered using cultured cells where miR-499 levels were manipulated. We used an antisense morpholino to inhibit miR-499 generation in the ventricular cardiomyocyte line, H9c2. Knockdown of miR-499 levels led to an increase in Egr1 and Fos levels 30 min following immediate early gene response activation by serum (**Fig. 6A**), however the effect was temporally limited, as it resolved by 60 min. Conversely, introduction of miR-499 mimic lowered Egr1 levels in cell culture after serum stimulation (**Fig. 6B**). There was no significant effect on Fos in this setting. These data are consistent with a role for miR-499 in regulating the immediate early gene response.

**Figure 6:**
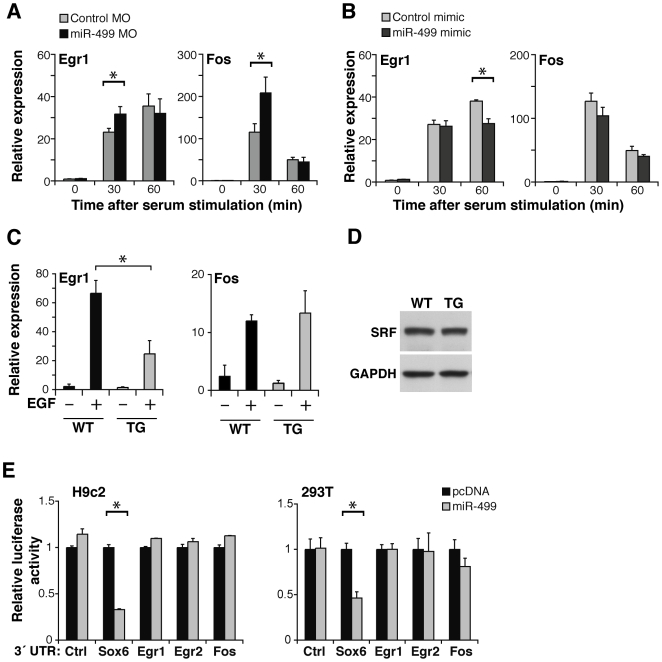
miR-499 blunts the induction of the immediate early response genes. (A) Egr1 and Fos mRNA levels by qPCR relative to Gapdh in the ventricular cell line H9c2, upon introduction of a morpholino (MO) that blocks miR-499 generation or a control MO. (B) Egr1 and Fos mRNA levels by qPCR in H9c2 cells after the introduction of miR-499 or control mimic. The x-axis in (A) and (B) indicates the time after serum stimulation to activate the immediate early gene response; n = 3 per group. *P<0.05. (C) Egr1 or Fos mRNA levels in miR-499 TG-17 or WT hearts as assessed by qPCR 1.5 hours after *in vivo* stimulation with epidermal growth factor (EGF). Bars indicate mean ± standard deviation; n>3 per group. *P<0.05. (D) Western blot indicates protein levels in TG-9 or WT hearts using SRF antibodies with Gapdh as loading control. Results are representative of three hearts each. (E) The 3′ UTR of Sox6, Egr1, Egr2, or Fos was placed downstream of a luciferase reporter construct and tested for repression by miR-499 in culture. Sox6 3′UTR-mediated repression by miR-499 was evident, however Egr1, Egr2, and Fos 3′UTRs were not repressed by miR-499 (n = 3 per condition, *P<0.05).

We next investigated whether elevated miR-499 levels affected the epidermal growth factor (EGF)-induced immediate early gene response *in vivo* [52]. miR-499-transgenic mice (TG-17) displayed a blunted activation of Egr1 in response to systemic administration of EGF (**Fig. 6C**). Activation of Fos was not different in the miR-499 transgenic mice, similar to what we observed in cultured cells. These data suggested that miR-499 levels negatively regulate the stress-induced activation of Egr1 and this may be important in the cardiac response to stress and in hypertrophy.

We assessed whether serum response factor (SRF), which is upstream of the immediate early genes, was altered in the miR-499 transgenics. When we compared SRF protein levels in WT and TG mice, there was no difference (**Fig. 6D**), suggesting that the immediate early genes are regulated by miR-499 independent of SRF levels. To test whether miR-499 directly or indirectly regulates the immediate early genes, we cloned the 3′ UTRs of the immediate early response genes and placed each downstream of luciferase and tested these in H9c2 and 293T cells. miR-499 did not repress luciferase constructs with the Egr1, Egr2, or Fos UTRs (**Fig. 6E**), whereas miR-499 repressed constructs containing the Sox6 3′UTR. Since the 3′ UTRs of Egr1, Egr2, and Fos were insufficient to mediate miR-499 repression, we suspect they are affected by miR-499 in a yet unknown manner that is not dependent on altered SRF levels.

### miR-499 Expressing Mice Are Predisposed to Stress-Induced Cardiac Dysfunction

Given the effect of miR-499 levels on the immediate early gene response, which is known to be involved in cardiac stress and hypertrophy [12]–[14], we hypothesized that increased miR-499 levels may predispose to stress-induced cardiac dysfunction. We therefore tested whether the TG-17 miR-499-transgenic mice, which had normal function at baseline, were predisposed to increased cardiac dysfunction upon cardiac pressure overload. We used the well-characterized model of thoracic aortic banding (TAB) to induce pressure overload in miR-499 transgenic (TG-17) or control mice and monitored cardiac function over 12 weeks. The banded transgenic hearts demonstrated accentuated cardiac enlargement (**Fig. 7A**) and a marked increase in heart weight to body weight ratio (**Fig. 7B**) compared to banded WT controls. After TAB, the miR-499 transgenic mice displayed more severe contractile dysfunction as indicated by the decline in fractional shortening compared to control mice (**Fig. 7C** **,** **Table 1**) that underwent the same degree of TAB (peak aortic pressure gradient: WT 49±10 mmHg, TG 43±9 mmHg, p = 0.251). Interestingly, the cardiomyocyte size was not higher in the LV, but was slightly increased in the RV of transgenic mice (**Fig. 7D and 7E**), similar to TG-9 mice. Overall, these results suggest elevated miR-499 levels predispose the heart to cardiac dysfunction.

**Figure 7:**
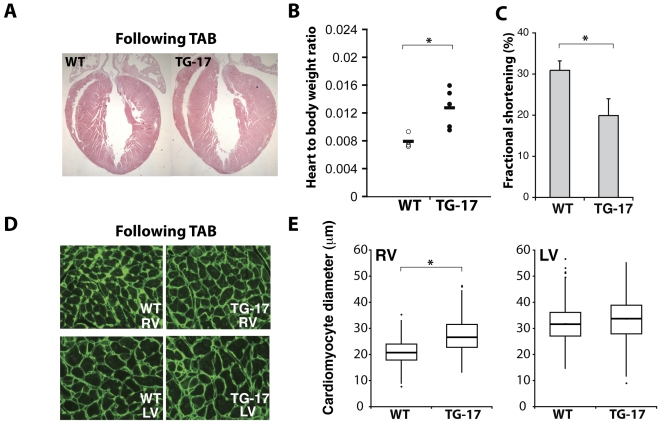
miR-499 elevation predisposes to stress-induced cardiac dysfunction in vivo. (A) Following thoracic aortic banding (TAB), TG-17 hearts were slightly larger compared to banded WT hearts, and (B) the heart-to-body weight ratio was increased to a greater degree in TG-17 compared to similarly banded WT controls (n = 4–5 per group, *P<0.05). (C) Fractional shortening of WT and TG-17 hearts by echocardiography, *P = 0.00079. (D) WGA staining and quantification revealed increased size of cardiomyocytes following TAB. *P<0.05.

To determine the dose-responsiveness of miR-499 sensitive genes, we analyzed gene expression in the higher miR-499 expressing TG-9 line at 17 days of age. Thirty-two common transcripts were altered in both TG-17 and TG-9, and thirty of these were greater in magnitude in TG-9 than TG-17 (**Table S2**). None of the genes were predicted by Targetscan. Importantly, pathway analysis revealed enrichment for the GO terms sarcomere (P = 0.0074), contractile fiber part (P = 0.0085), myofibril (P = 0.0095), and contractile fiber (P = 0.010), further highlighting the potential role of miR-499 in regulating sarcomeric function in the heart.

## Discussion

In this study, we found that elevated levels of miR-499 in the heart can lead to cardiomyocyte hypertrophy and cardiomyopathy in a dose-dependent manner. High levels of miR-499 led to spontaneous cardiac contractile dysfunction, while more modest levels of transgenic expression conferred susceptibility to pressure-induced dysfunction.

Our studies support an association between elevated cardiac miR-499 levels and cardiac dysfunction, particularly in the setting of pressure overload. Interestingly, in a study that analyzed microRNAs in human aortic valve stenosis, miR-499 levels were decreased [40], and it is possible that this decrement may regulate cardiac gene expression changes that are important in the physiologic response to cardiac pressure load. We suspect the failure of normal miR-499 down-regulation in our transgenic mice disrupted the normal response to cardiac pressure stress; similar theories have recently been put forward for cardiac transgenic mice expressing miR-133a [53]. Interestingly, a recent study [39] reported that miR-499 levels increase in human cardiac failure, and the findings in our transgenic mouse model may support a detrimental role for elevated miR-499 levels.

We identified a discrete set of altered transcripts in unmanipulated, normally functioning, miR-499 transgenic hearts, including natriuretic peptide precursor type B (*Nppb*), ß-MyHC (*Myh7*) and alpha 1 skeletal muscle actin (*Acta1*). This suggests gene expression changes due to miR-499 that favor hypertrophy. These changes were confirmed in the second transgenic line. 

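In the TG-17 ventricles 98.6% of all probe sets differed from WT by less than 1.5-fold, and 499 differed by 1.5-fold or more, whether or not they passed the test. Most of the 499 are not listed in the annotation. Wif1, 1.50-fold lower, was at rank 247 from the bottom over all probe sets but at rank 14 over the listed ones. Ppp1r3c, 1.53-fold higher, was at rank 214 from the top over all probe sets but at rank 23 over the listed ones. The median log2 fold change over all probe sets was -0.014. Most of the gene lists had no member at B above 0. None of 32 fatty acid oxidation genes passed, with 2 higher and 1 lower at an unadjusted p under 0.05 from limma. None of 50 oxidative phosphorylation genes passed, with 5 higher and none lower at that p. None of 32 calcium handling and ion channel genes passed, with 7 higher and 6 lower at that p, and the pacemaker channel gene Hcn2 (log2 fold change -0.41, standard error 0.072) was lower when adjusted over the list alone. None of 32 extracellular matrix genes passed, with 1 higher and 1 lower at that p. Of 10 ventricular cardiomyocyte genes, 1 rose, which was Myh7, and none fell. The fatty acid oxidation, calcium handling, extracellular matrix and ventricular lists had no shift by limma's camera test (adjusted p = 0.435, 0.312, 0.230 and 0.340). The oxidative phosphorylation list was shifted upwards by that test (adjusted p = 0.00215 from limma's camera test, adjusted p = 0.500 with an estimated correlation), but not after a second quantile normalization, where the test turned to the other direction. Its median log2 fold change of 0.046 lay at percentile 36.2 of 10000 random lists matched on mean value. The fatty acid oxidation list had a median log2 fold change of -0.015 and a mean of 0.018, and its median lay at percentile 0.02 of its matched lists. Over all probe sets, 15.5% passed an unadjusted p under 0.05.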

The limited magnitude of transcript changes by miR-499 suggests that the hypertrophic phenotype observed was not due to gross gene expression disruption. Although the Sox6 3′UTR could be targeted by miR-499, as we and others have demonstrated [36]–[38], [46], Sox6 levels were not altered in the transgenic mice, suggesting that Sox6 was not targeted by increased miR-499 levels *in vivo*, or that additional compensatory mechanisms may be involved *in vivo*. It is possible that targets seen in luciferase assays may not necessarily translate into targeting *in vivo*.

We present several lines of evidence that demonstrate that miR-499 levels fundamentally alter the immediate early gene response, which is known to be important in the cardiac stress response. First, Egr1 and Fos were the most diminished transcripts in TG-17 miR-499-altered hearts, suggesting a robust alteration in the immediate early gene expression program, while in TG-9 Egr1 was also altered (although Fos was not significantly changed). Second, inhibition of miR-499 in culture led to increases in induced Egr1 and Fos levels, which demonstrates that this regulation is present even outside of the context of the cardiac transgene. Pressure-induced stress, which is known to invoke the immediate early gene response, dramatically altered cardiac function in transgenic mouse hearts. We therefore hypothesize that miR-499 alters the cardiac response to stress in part by modulating the immediate early gene response.

The connection between miR-499 and the immediate early gene response is important since activation of this pathway is thought to precede further transcriptional responses to stress. Similar to TG-17 mice expressing miR-499, mice deficient in Egr1 are normal at baseline, but have an impaired response to cardiac stress [49], as do transgenic mice expressing the Egr1-repressor, Nab1 [50]. Interestingly, mice lacking the cardiac-specific microRNA miR-208a have decreased amounts of miR-499 [25], [36]. Evaluation of genes reported to be dysregulated in miR-208a mutant mice revealed elevated levels of Egr1, Egr2, and Fos in the heart, suggesting a potential relationship between miR-499 and miR-208 in regulation of the immediate early gene response to cardiac stress. The observation that miR-499 transgenic mice develop or are predisposed to cardiac dysfunction may reflect the fact that the immediate early response genes hold a key position in the hierarchy of the cardiac transcriptional response to stress. It will be interesting to determine if levels of this non-coding RNA affect the progression of disease in the setting of pressure overload, such as in hypertension or aortic valve disease.

## Materials and Methods

### Ethics Statement

Care and handling of all experimental animals used in this study were in accordance with the University of California San Francisco's Institutional Animal Care and Use Committee policies and approved under protocol #AN080001.

### MicroRNA detection by Northern blotting

Total RNA (12 mcg) was separated on 12% polyacrylamide/urea gels and transferred to nitrocellulose membranes. Membranes were probed with ^32^P-labelled locked nucleic acid probe (Exiqon) or DNA oligonucleotide probe complementary to mature miR-499 or to U6. We transfected 293T cells (ATCC) with miR-499-expression construct or vector alone for RNA for positive and negative controls. Signals were detected by phosphoimaging.

### MicroRNA and messenger RNA detection by PCR

RNA samples were reverse transcribed for microRNA detection with microRNA-specific primers (Applied Biosystems) or for mRNAs with oligo-dT (Invitrogen). miR-499 levels and mRNAs were quantified using RNA from transgenic mouse hearts and littermate controls. Quantitative real-time PCR (qPCR) was performed in an ABI HT7900 with Taqman primers (Applied Biosystems). Taqman primers used: miR-499 (001352), miR-16 (000391), ß-myosin heavy chain (Myh7, Mm00600555_m1), Sox6 (Mm01274768_m1), Egr1 (Mm00656724_m1), Egr2 (Mm00456650_m1), Fos (Mm01302932_g1).

### MicroRNA genomic cloning

We amplified fragments containing miR-499 from genomic DNA using high-fidelity PCR (PlatinumTaq, Invitrogen) and directional cloning into pcDNA3.1-TOPO (Invitrogen) for expression studies in cell culture. The UCSC genome browser and Sanger miRBase were used to analyze cloned products, to assess microRNA conservation, and for primer design.

### MicroRNA target assays

We surveyed mutliple bioinformatics prediction programs that predict potential microRNA targets. MiRanda, TargetScan, and Mirtarget [54]–[56] included Sox6 as a potential target. The 3′ untranslated regions (UTRs) of Sox6, Egr1, Egr2, or Fos were cloned into pcR2.1-TOPO (Invitrogen) and subcloned downstream of the luciferase coding sequence in pMIR-REPORT (Ambion). For microRNA target assays, we transfected cells with microRNA expression vector (50, 100, and 250 ng) and luciferase construct containing the target sequence of interest. Briefly, we expressed microRNAs in H9c2 or 293T cells with expression plasmids, equalized the total amount of DNA transfected, and expressed the luciferase construct with the 3′ UTR of interest (Lipofectamine 2000, Invitrogen). We also tested whether repression was lost when we transfected the reversed 3′UTR sequence construct with our miR-499 vector (250 ng). Renilla luciferase-expressing plasmid (pRL-CMV, Promega) was used to normalize transfection efficiency.

### Transgenic mice

To express miR-499 *in vivo*, we amplified DNA surrounding the mouse pre-miR-499 region and cloned the 574-bp fragment into the alpha-myosin heavy chain promoter vector using the following primers and SalI linkers: 5′-CGT GTC GAC CAA GTC TGG GGT GAA AGA GAA G-3′ (forward), 5′-TGT GTC GAC GGT CAT GAG CTT GTT GAG GTT C-3′ (reverse) and injected into one-cell FVB/NCrl embryos before implantation in pseudopregnant females. Phenotyping was performed by echocardiography (Vevo 770, VisualSonics) with standard measurement techniques (reviewed in [57]). Echocardiography was performed using anesthesia with isofluorane and with continuous monitoring of mice to ensure the heart rate was kept constant. Thoracic aortic banding was performed as described [58] with slight modifications. Briefly, the aorta was exposed through a mediastinal approach, and suture was tied around a 27-gauge needle placed adjacent to the aorta. Echocardiography confirmed aortic constriction by peak velocity measurement. For analysis of transgenic hearts, hearts were harvested in PBS containing 25 mM KCl and optical projection tomography was performed for virtual sectioning [59]. Histologic analysis was performed using Masson Trichrome staining, DAPI, alpha-actinin staining (clone EA-53, Sigma), and wheat germ agglutinin staining on corresponding coronal sections followed by quantification of cardiomyocyte cross-sectional area by measuring the cell diameter with visible nuclei in over 300 cells. Cell death was assessed by quantification using alpha actinin-staining combined with tunel analysis (Roche) at different ages. For analysis of the immediate early gene response *in vivo*, recombinant epidermal growth factor (30 mcg, Invitrogen) or vehicle (normal saline) was injected intraperitoneally into control or transgenic mice, and hearts were collected after 1.5 hours for analysis of immediate early gene expression.

### Western blotting

Protein lysates were run on SDS-PAGE gels, transferred to PVDF membranes, and probed with antibodies to Sox6 (ab12054, Abcam), slow myosin (clone NOQ7.5.4D, Sigma), SRF (sc-335, Santa Cruz), or Gapdh (Santa Cruz).

### Gene expression analysis

Data have been deposited in The National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) series accession number GSE21104 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nrqpfuaaqeacsxo&acc=GSE21104). Total RNA was isolated from ventricular tissue from three miR-499-transgenic mice (line #17, TG-17) and three littermate controls at postnatal day 17. Gene expression was assessed using Mouse Gene 1.0 ST Array as recommended by the manufacturer (Affymetrix). Differentially expressed genes were identified using the limma package. Adjustment for multiple testing was performed as described in the text. Further validation was performed using qPCR as described above. Human heart and liver RNA samples (Virogen), gestational age 6–8 weeks, were labeled and run for microRNA expression as described by the manufacturer (Exiqon). Gene ontology analysis was performed using DAVID Bioinformatics Resources 6.7 [60], [61].

### MicroRNA modulation in cell culture

To modulate microRNA levels, miR-499 mimic or control mimic (Dharmacon) or a morpholino directed against the miR-499 precursor or a scrambled control morpholino (GeneTools) was electroporated (Amaxa) into H9c2 and allowed to recover overnight. After serum starvation in 1% fetal bovine serum, 10% serum was applied for designated times and RNA collected for RT-PCR analysis. Sequence of morpholino directed against the miR-499 precursor 5′-ATG CAG AGG AGC TAA ACA TCA CTG C-3′ or a scrambled control morpholino 5′-GAT TGC GAA GAG TCT CAC AAG ACC A-3′.

### RNA isolation

Total RNA was isolated using guanidine thiocyanate and phenol (Molecular Research Center, Inc.) and following manufacturer's instructions for chloroform extraction, isopropanol precipitation, and 75% ethanol washing. For tissue RNA extraction, tissues were processed using a bead homogenizer (WisBiomed).

### Primer sequences

Genomic amplification primers for human miR-499: 5′-CAC CCA AGT CTG GGG TGA AAG AGA AG-3′ (forward) and 5′-GGT CAT CAG CTT GTT GAG GTT C-3′ (reverse). 3′UTR sequence primers: Egr1 5′-GGC AGG AAA GAC ATA AAA GCA C-3′ (forward) and 5′-ACA TAT CCC ATG GGC AAT AGA G-3′ (reverse), Egr2 5′-AAC ACT ACC ACC CTT CCC TGT T-3′ (forward) and 5′-AGC CAT CCA TTA TCT GAA CTC C-3′ (reverse), Fos 5′-TGG TGC ATT ACA GAG AGG AGA A-3′ (forward) and 5′-TGG AAC AAT AAG CAA ACA ATG C-3′ (reverse), Sox6 5′-CTC ACT AGT TGG CTC CAC AAT ACA TCA GC-3′ (forward) and 5′-CTC AAG CTT CCA AGT GAC AAA ATG GCT CA-3′ (reverse).

## Supporting Information

Table S1 Enrichment of microRNAs in human heart versus liver. Log ratio for each microRNA and standard deviation are shown. Positive ratios indicate enrichment in heart compared to the liver.
(DOC) Click here for additional data file.

Table S2 Common genes altered in miR-499 transgenic lines, TG-17 and TG-9. 

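Table S2 gives log2 ratios of TG-17 and of the more strongly expressing line TG-9 against WT, by gene and mm9 position. The TG-9 arrays are not analysed here, and the TG-9 ratios below are the paper's. Of its 32 rows, 26 could be matched to a gene on the TG-17 arrays, and all 26 had the direction that the table gives for TG-17. The TG-17 ratios of the table come from these same arrays, so the shared direction is no independent check. At B above 0, 5 of them rose (Myh7, Acta1, Nppb, Nabp1, listed there as Obfc2a, and Phlda1) and 8 fell. The branched-chain amino acid genes Dbt and Bcat2 fell by 0.50 (standard error 0.048) and 0.36 (standard error 0.053) on the log2 scale in TG-17, and the paper's reported log2 ratios in TG-9 are -1.315 and -0.719. Csrp2, a LIM protein of smooth muscle, fell by 0.45 (standard error 0.049), and the paper's ratio in TG-9 is -0.608. Ndrg4 fell by 0.55 (standard error 0.069), against the paper's -0.924 in TG-9. Ppargc1a, the coactivator of mitochondrial genes, had a log2 fold change of 0.94 (standard error 0.18) in TG-17 and did not pass at B above 0, and the paper's ratio in TG-9 is -0.522. The paper's ratio of Egr1 in TG-9 is 0.586. A gene with several probe sets was represented by the one with the highest mean value. The 2 rows of Adamts3 were not assigned among its 16 probe sets, and the remaining rows are not analysed here.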

For each gene, the gene symbol, genomic location, log ratios and fold change of TG versus WT are shown.
(XLS) Click here for additional data file.

# Supplementary material for: Elevated miR-499 Levels Blunt the Cardiac Stress Response
**Source:** PLoS One. 2011 May 9;6(5):e19481. doi: 10.1371/journal.pone.0019481
**Supplement:** Table S1 — Enrichment of microRNAs in human heart versus liver. Log ratio for each microRNA and standard deviation are shown. Positive ratios indicate enrichment in heart compared to the liver.

**Table S1. Enrichment of microRNAs in human heart versus liver**

How the deposited data were processed for this re-analysis (not part of the article)

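RNA of cardiac ventricles from 3 TG-17 mice and 3 wild-type littermates at postnatal day 17 was hybridised by the authors to 1 Affymetrix mouse gene ST array per mouse. The authors deposited log2 values per probe set, which the submitters' processing notes attribute to RMA, a method that corrects background, normalizes between arrays by quantiles and summarises probes. The RMA version and any filter are not given in the sources used here. The table of 35556 probe sets was used as deposited, with 0 columns left out. The groups were taken from the sample labels, and the transgenic line and age from the paper. The mice are separate animals, so the spread is that between mice. No pair of arrays was a duplicate.

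Probe sets were named through the annotation of the array platform, with symbols updated by Entrez identifier through a RefSeq table of GRCm38.p6, which was used for names and for which genes neighbour each other. Of the probe sets 21789 had 1 gene symbol, 1621 had several and were not named, and 12146 were unnamed. Of the unnamed ones 6617 carry numbers below that of the first listed probe set. Coordinates in mm9 are those of Table S2.

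TG-17 was compared with WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend) on the deposited log2 values of all probe sets. The 2 cut-offs were those of the paper, an adjusted p under 0.05 by Benjamini and Hochberg and a log odds B above 0, with limma's default share of 0.01. No filter on dim probe sets was applied. Tested on arrays simulated from the 35556 probe sets of this comparison, B above 0 found 66% of 100 probe sets changed 1.5-fold and 90% of 100 changed 2-fold, with 22 false calls, and the adjusted p found 48% and 81%, with 4 false calls. These shares hold for the simulated arrays and need not carry over to the real ones. There Nppb, Myh7 and Fos, at 1.88- to 1.95-fold, had an adjusted p of 0.200 to 0.205 from limma. The arrays give no counts, and their number limits the precision.

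The groups, tests, gene lists and most alternatives were set before the data were examined. The paper's results from these same arrays had been seen by then, and some list members are genes that it names. Among these are Nppb, Myh7, Acta1, Egr1, Fos, Egr2, Dbt and Bcat2. The results of their lists are therefore not independent of the paper. For 30 gene lists, the probe set with the highest mean of each gene was taken (19938 genes), members passing B above 0 were counted, also adjusted over the list alone, and the shift of the list was tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. List members and 10000 random lists matched on mean value in 50 bins were compared by their medians. Of the listed members, 47 were not found with 1 gene symbol. Genes were named by a rule with these parts: those that the paper names for the array, in Fig. 5B and 5C or in Table S2, whose values in the paper had been seen; the 10 largest rises and 10 largest falls among genes at B above 0 whose groups did not overlap; up to 4 members of each list with the smallest p; and the genes of the Myh7b locus, the sex-linked genes, Srf, Nab1 and Nab2. Genes named outside the rule are said to be so.

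The alternatives were a filter on dim probe sets, a test of listed probe sets only, centring each array on its median, a second quantile normalization, an intensity trend, robust moderation, array weights, the replicate number as a block, the level of Xist as a covariate, leaving out each mouse, a test without moderation, an assumed share of 0.05, and for gene lists an estimated correlation, the mean over a gene's probe sets and fry. For robust moderation the lists were tested with cameraPR on the moderated statistics. The labels do not give the sex of the mice. Xist had a mean log2 value of 11.19 ± 0.037 (SD, n = 3) in WT and 11.25 ± 0.051 (SD, n = 3) in TG-17. Over all mice Xist was 11.15 to 11.31. The Y-linked genes Eif2s3y, Uty and Kdm5d were 3.39 to 3.70, 3.83 to 4.03 and 4.78 to 5.07. These values give no sign that the sex differed between the mice. A test without the 6617 lowest-numbered probe sets was added after seeing the data. The planned search for miR-499 seed sites in 3′UTRs was not run, because no genome sequence was used here. TG-9 arrays, qPCR and the human microRNA arrays were not analysed here.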

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

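The tests of less atrial tissue, of a shift with intensity and of an array-wide difference were chosen after the result was seen. The gene lists and unnamed probe sets here lie outside what the paper discusses, while Myl4 and Myl7 are shown in Fig. 5C.

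The atrial cardiomyocyte list moved down in TG-17, with a median log2 fold change of -0.16 over 15 genes (adjusted p = 0.00215 from limma's camera test, adjusted p = 0.500 with an estimated correlation). Myl4 and Myl7 fell at B above 0. Adjusted over the list alone Dkk3, Mybphl and Sln were lower too and Pam, which encodes a peptide-processing enzyme, was higher (log2 fold change 0.18, standard error 0.048). Pam and Sln were named after their values were seen. A shift of all probe sets of like intensity is not borne out, since the list median lay at percentile 0.01 of 10000 random lists matched on mean value. Less atrial tissue in the TG-17 samples is a candidate explanation that stays open: the log2 fold change of Sln, a transcript of atria, lay 0.32 above the mean of Myl4 and Myl7 (standard error 0.19), which neither matches an equal loss nor excludes it, and Sln was dim here (log2 value 6.49 in WT). Myl4 and Myl7 are also in the sarcomere list. The smooth muscle and pericyte list was lower too by its median (log2 fold change -0.10 over 12 genes, percentile 0.02 of its matched lists), with Myh11 lower and Abcc9 higher when adjusted over the list alone, but did not pass limma's camera test (adjusted p = 0.204). An effect of miR-499 itself on these genes also stays open, as untested.

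Of the 6617 lowest-numbered probe sets, unnamed here, 36 passed B above 0, against 76 of the 23410 listed ones. At an unadjusted p under 0.05, 15.2% of the former and 15.8% of the latter passed, against at most 11.8% of the former and 5.14% of the latter in any other split of the arrays into 3 and 3. The share of the lowest-numbered probe sets thus lies above its other splits by a smaller factor than that of the listed ones. An array-wide technical difference between the groups and a response of real transcripts cannot be told apart from these values, since what the unnamed probe sets measure is not known here. The groups did not overlap in 23.3% of all probe sets, where chance gives 10%, and in each of the 130 called ones. The true grouping gave 130 calls at B above 0 and the other splits at most 0, and 2 against at most 0 calls at the adjusted p, with 1 of 10 splits as large for both; 10 splits are too few for a share under 0.05.

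The oxidative phosphorylation list had a median log2 fold change of 0.046 over 50 genes (adjusted p = 0.00215 from limma's camera test, adjusted p = 0.500 with an estimated correlation), at percentile 36.2 of the matched random lists, and its test turned to the other direction after a second quantile normalization. The heat shock and unfolded protein list had a median of 0.12 over 20 genes (adjusted p = 0.00155 from limma's camera test, adjusted p = 0.504 with an estimated correlation), at percentile 99.9 of the matched lists, and no member passed B above 0. The true grouping shifted 6 lists and the highest other split 7, with 4 of 10 splits at 6 or more, and 10 splits are too few for a share under 0.05.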

How the results depend on the processing

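The test without the lowest-numbered probe sets was chosen after the result was seen. The counts of calls moved with the processing, and the cause was not tested except where fewer probe sets or mice entered. Against 2 probe sets at an adjusted p under 0.05 and 130 at B above 0, testing only the brighter 17778 probe sets gave 52 and 191, and testing only listed ones gave 6 and 156. Mean folds, 1.56 up and 1.43 down at first, were 1.40 and 1.34 for the brighter and 1.39 and 1.35 for the listed probe sets. An intensity trend gave 26 and 287 calls, a mean fold up of 1.35 and 10 shifted gene lists in place of 6. Without moderation of the variance 0 passed the adjusted p. With an assumed share of 0.05, 714 passed B above 0, with mean folds of 1.38 and 1.34, and over calls at the adjusted p only Alcam is left beside miR-499, at 1.89. Without the lowest-numbered probe sets 10 and 174 passed, with a mean fold up of 1.44. Centring on the median, a second quantile normalization, robust moderation and array weights gave 2 or 3 calls at the adjusted p and 126 to 147 at B above 0.

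With the replicate number as a block, 0 probe sets passed the adjusted p and 69 passed B above 0, with mean folds of 1.71 and 1.65, and the miR-499 fold of 12.7 no longer passed. Arrays with the same number had correlations of deviations of 0.024, -0.00044 and 0.057, and for 2 of the 3 numbers the closest array of the other group had the same number, so the numbers are not taken as pairs. With Xist as a covariate 0 passed the adjusted p, the mean folds were 1.77 and 1.67, the miR-499 fold of 12.8 did not pass, and 10 lists shifted. Xist hardly differed between the mice, so this setting does not test an effect of sex.

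Leaving out 1 mouse, which leaves fewer samples, gave 0 to 1 calls at the adjusted p, 29 to 112 at B above 0, mean folds of 1.81 to 2.06 up and 1.55 to 1.73 down, and a miR-499 fold of 12.0 to 14.1, which passed the adjusted p only without TG-17 replicate 3. With an estimated correlation 0 of the 30 lists shifted (lowest adjusted p = 0.500). With fry, which tests a list against no change and not against other genes, 3 passed. The median of the oxidative phosphorylation list was 0.0047 after a second quantile normalization, with the test turned to the other direction. The hypertrophy list shifted upwards and the atrial list downwards in each setting tested with camera or cameraPR but that with an estimated correlation. Both lists also passed fry (adjusted p = 0.0460 and 0.0405 from fry). Of the alternative settings, Acta1 passed B above 0 in 16 of 16, Nppb and Myh7 in 12, Fos in 11 of 16, Egr2 in 6 of 15 and Egr1 in 3 of 16; Sox6 passed in 0. No limit for dim probe sets was set. The Y-linked genes Eif2s3y, Uty and Kdm5d, at 3.39 to 5.07 in mice with high Xist, give only a rough level of background. The search for seed sites in 3′UTRs was not run.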

Differences from the paper's values

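The test without the lowest-numbered probe sets and the choice of another Dennd4a probe set were made after the result was seen. The paper's count of transcripts at an adjusted p under 0.05 is 9, and 2 were found here at the same cut-off. Of the alternatives set before the data were examined, the test of listed probe sets only gave 6, within 1.5 times of the paper's count. The others did not come that close: 52 with the filter on dim probe sets, 2 with centring, 3 with a second quantile normalization, 26 with an intensity trend, 2 with robust moderation, 2 with array weights, 0 with the replicate block, with Xist as a covariate or without moderation, and 0 to 1 with 1 mouse left out. A test without the lowest-numbered probe sets, chosen after seeing the values, gave 10 over 28939 probe sets. It drops 0 of the 17 named genes of Fig. 5B and 5C that were found here, as it must, since the dropped probe sets are unnamed.

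For Dennd4a the log2 ratio of TG-17 in Table S2 is 0.324, as the paper gives it, and the value here was 0.17 (standard error 0.061) for the probe set with the highest mean of its 9 probe sets. Another of these, picked out after its value was seen, had 0.32 (standard error 0.055). None of the alternatives set before the data were examined came within the error of the paper's ratio; the log2 fold change over them was 0.12 to 0.22.

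The paper ranks Egr1 first and Fos next among the downregulated transcripts of the array. Over all 35556 probe sets Egr1 was at rank 4 from the bottom and Fos at rank 36, with unnamed probe sets below them. The paper interrogated 28853 transcripts, so these ranks are not over the same set as the paper's. Without the lowest-numbered probe sets, a choice made after seeing the values, Egr1 was at rank 1 and Fos at rank 3, with Usp17ld between them (log2 fold change -0.97, standard error 0.39), a gene named after its value was seen, whose groups overlapped. Egr1 was also at rank 1 over the listed probe sets.

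The count at B above 0 was 130 over 35556 probe sets, against the paper's 172 of 28853 transcripts. It was 191 with the filter on dim probe sets and 156 over listed probe sets. Without the lowest-numbered probe sets, chosen after seeing the values, it was 174 over 28939 probe sets. The mean folds were then 1.44 and -1.37 (the paper's 1.43 and -1.37) and the largest folds 2.51 and -2.52 (the paper's 2.51 and -2.53). The largest rise was also 2.51 with the replicate block. Of the folds printed in Fig. 5B and 5C for the 17 named genes found here, 15 match at 1 decimal. Of 36 genes found here that the paper lists as altered in Fig. 5B and 5C or Table S2, 22 passed B above 0 and 14 did not, among them Egr1, Ppargc1a, Olfr872 and Rnf144b. Of the 14, 13 passed when only listed probe sets were tested and 13 without the lowest-numbered probe sets, Dennd4a being the exception. Some also passed with the filter on dim probe sets, centring, a second quantile normalization, an intensity trend, array weights, the replicate block, Xist as a covariate or without 1 mouse; for Egr1 this was without WT replicate 3.

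In the values of Table S2 itself, 29 of the 32 rows have a larger log2 ratio by size in TG-9 than in TG-17, where the text gives a higher tally, and 2 rows, Egr1 and Ppargc1a, have opposite signs in the lines.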

Other observations

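The tests on the lower Egr1, Fos and Egr2 in this part were chosen after the result was seen. Genes of branched-chain amino acid catabolism were among those that fell in the TG-17 ventricles. Of 23 such genes, none rose and 2 fell at B above 0 (none higher and 6 lower at an unadjusted p under 0.05 from limma), Dbt, the core of the branched-chain ketoacid dehydrogenase (log2 fold change -0.50, standard error 0.048), and Bcat2, the mitochondrial aminotransferase (log2 fold change -0.36, standard error 0.053). Dbt and Bcat2 were known from Table S2 to be lower in TG-17. Ppm1k, the phosphatase that activates the dehydrogenase, was lower when adjusted over the list alone (log2 fold change -0.29, standard error 0.067). The list as a whole did not pass limma's camera test (adjusted p = 0.178), while its median log2 fold change of -0.033 lay at percentile 0.03 of the matched random lists. The median was 0.018 after centring each array, which moves every gene by the same amount and so does not compare the list with others. After a second quantile normalization the list passed the camera test (median log2 fold change -0.11). It also passed with the filter on dim probe sets and with an intensity trend. With an estimated correlation it did not pass (adjusted p = 0.570 from limma's camera test).

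Markers of other cell types did not pass limma's camera test: the adjusted p was 0.0862 for 13 fibroblast genes, 0.204 for 13 endothelial genes, 0.230 for 14 macrophage genes, 0.387 for 12 lymphocyte genes, 0.204 for 12 smooth muscle and pericyte genes, 0.222 for 5 red blood cell genes, 0.204 for 9 adipocyte genes, 0.230 for 10 nerve and glia genes and 0.222 for 10 epicardial genes. Fibroblast genes passed with an intensity trend, with Xist as a covariate and without WT or TG-17 replicate 3. Smooth muscle genes passed after a second quantile normalization, red blood cell genes with Xist as a covariate and adipocyte genes with fry. With an estimated correlation none of these passed limma's camera test. The adjusted p was then 0.500 for fibroblast and adipocyte genes and 0.570 for smooth muscle and red blood cell genes. The muscle fibre lists did not pass either (adjusted p = 0.124 for 12 slow and 0.222 for 15 fast genes), nor did 31 cell cycle genes (adjusted p = 0.230), 16 clock genes (adjusted p = 0.124), 13 interferon genes (adjusted p = 0.204), 21 glycolysis genes (adjusted p = 0.230), 11 housekeeping genes (adjusted p = 0.124) or 4 sex-linked genes (adjusted p = 0.623), all from limma's camera test. Slow fibre and housekeeping genes passed with an intensity trend, interferon and fatty acid oxidation genes with Xist as a covariate and extracellular matrix genes without WT replicate 3. These lists did not pass limma's camera test with an estimated correlation either. Its adjusted p was 0.500 for slow fibre and housekeeping, 0.570 for interferon, 0.723 for fatty acid oxidation and 0.671 for extracellular matrix genes. The list of Myh7b locus and muscle microRNA genes passed (adjusted p = 0.00768 from limma's camera test, adjusted p = 0.500 with an estimated correlation), and it holds miR-499 itself; it did not pass with the filter on dim probe sets or without TG-17 replicate 1.

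For the lower Egr1, Fos and Egr2, a single stimulated wild-type heart is argued against, since at least 82.6% of the fall of each gene was left whichever WT mouse was left out. A weaker immediate early response as a whole in the TG-17 hearts at collection cannot be told apart from a change in a few genes: of the 38 other immediate early genes 20 were higher and 18 lower, and their median log2 fold change of 0.058 lay at percentile 98.6 of the matched random lists, which is not the low value that a general weakening would give, but a median over members that go both ways decides little. With the 3 genes included, the median of -0.067 lay at percentile 0.05. These 3 genes are the falls to be explained, so that value does not bear on the question. No test here separates an effect of miR-499 from the handling of the hearts.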
